A study of Arabidopsis thaliana with 18 samples.

How the data were processed

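RNA of Arabidopsis thaliana roots was sequenced in 18 libraries, 6 groups of 3. Per the labels' protocols, the plants carried RPL18, a protein of the large ribosomal subunit, fused to GFP and expressed under the 35S promoter. Seedlings were pretreated 7 days after germination for 16 h on DMSO or on 10 µM AZD8055, an inhibitor of the kinase TOR. They were then moved for 6 h to DMSO, to 10 µM IAA (indole-3-acetic acid, an auxin) or to 10 µM IAA with 10 µM AZD8055. Part of each root homogenate gave total RNA (bulk). The rest was incubated with anti-GFP beads, and the RNA pulled down with the tagged ribosomes gave the TRAP library (translating ribosome affinity purification). Ribosomal RNA was depleted before library preparation, and sequencing was done on an Illumina NextSeq, per the labels' protocols.

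The deposited files hold raw read counts per gene, without normalization. The authors trimmed the reads before counting, per the file names. The aligner, its version, the genome build and the annotation are not stated in the labels or in the files. Each file has the layout of STAR's gene counts, with 32833 genes and with uniquely mapped reads only, and gives counts without regard to strand and for each strand. The column that held most of the stranded counts in most libraries was taken as the gene's own strand (sense counts). The summary lines of the files, which are not genes, were left out of the tests. In these lines, multimapping reads made up from 9.08% to 87.8% of a library's reads and unmapped reads from 0.542% to 4.61%. For the sense counts, reads assigned to no gene made up from 1.82% to 11.3%, and ambiguous reads from 0.0091% to 1.51%. Reads on the strand opposite to a gene are among those assigned to no gene. Counts on the opposite strand made up from 3.22% to 71.4% of stranded counts, and 18S ribosomal RNA genes took from 9.39% to 97.8% of these. Opposite-strand counts were not part of the main comparisons.

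Groups were taken from the labels (assay and treatment), with replicate numbers 2, 3 and 4 in every group. The genotype label gives RPL18 in the first library and a number raised by 1 in each library after it, while the series description gives RPL18 for all of them. RPL18 was taken as the line of every library. The treatment with AZD8055 and no IAA, named in the protocol, has no library here and was not analysed here. The IAA with AZD8055 group therefore differs from the IAA group by its pretreatment as well as by its treatment. No sequencing date or flow cell is given for any library.

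Gene names came from the RefSeq table of assembly TAIR10.1, which was used for names, gene content and neighbours only. All 32548 nuclear identifiers matched it. No coordinates are given, because the files name no build.

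In all, 10 comparisons were made: the 3 treatment contrasts within bulk and within TRAP, the 3 interactions (the change in TRAP minus the change in bulk), and TRAP against bulk in DMSO. Each was tested with edgeR 4.0.16 in R 4.3.3 (TMM normalization, filterByExpr with its minimum count of 10, quasi-likelihood F test, two-sided). Within-assay contrasts used the 9 libraries of the assay, and the others all 18. A gene was called at a Benjamini-Hochberg adjusted p under 0.05, and the calls with at least a 2-fold change were counted as well. Every adjusted p of a gene below comes from this edgeR test, with n = 3 per group. Normalised counts are CPM (counts scaled to the library size) on TMM-scaled library sizes. Where a group had at most 3 counts in each library, the fold was computed against 3 counts and is given as a lower bound. Reads carried no molecular identifiers, so such floors cover counting error only.

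The gene lists were fixed as well: 51 auxin and lateral root genes, 12 genes known to rise when sugar or TOR activity is low (the starvation list), and the cytosolic ribosomal protein genes. The rule for the last list first gave 44 genes by description or symbol. That being under its minimum of 50, its fallback on the description "ribosomal protein" gave 319 genes, among them 9 disease resistance genes that share a symbol prefix. The AZD8055 score of the report uses genes called in TRAP between IAA with AZD8055 and IAA with an absolute log2 change of at least 2 and a mean log2 CPM above 3, with 2 CPM added before taking logs. Lists were tested with camera of limma 3.58.1 (preset correlation of 0.01), adjusted over 15 tests. The genes named were fixed by rule: ARF7, ARF19, LBD16, LBD29, GATA23, PUCHI, GH3.3, IAA19, RPL18B and TOR whatever their values, and for each treatment contrast and interaction the 2 largest rises and the 2 largest falls of the fitted log2 change among called genes with a mean of at least 20 counts in a group and, within an assay, no overlap between replicates. Named genes were checked for 50-base stretches that recur elsewhere in the reference.

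The alternatives tried were DESeq2's size factors, DESeq2 1.42.0 as the test, no filter on low counts beyond a count in some library, at least 10 counts in every library, robust estimation of the spread, nuclear genes without rRNA genes, blocks by replicate number and by homogenate, a GC correction with the block, all 18 libraries or only the 6 compared in the fit, TMM within each assay, other set tests and leaving out each library in turn. The lists, the rules, the tests and these alternatives were chosen before the data were examined.

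The pairing of libraries was checked through the correlation of their deviations from the group means. A bulk and a TRAP library with the same library number come from 1 homogenate, per the labels' protocols, and their correlations lay between 0.0818 and 0.352, above 0.1 in 7 of 9 pairs. Between treatments, replicate numbers carry no stated meaning. For IAA against DMSO in bulk all 3 correlations were above 0.1 (0.301, 0.186 and 0.193), as they were in TRAP for IAA with AZD8055 against DMSO (0.189, 0.188 and 0.280) and against IAA (0.156, 0.153 and 0.308), so the numbers were read as pairing the libraries in these comparisons. The other 3 comparisons had at least 1 correlation under 0.1. For IAA with AZD8055 against IAA in bulk all 3 were negative (-0.140, -0.262 and -0.286). The bulk group means include the libraries labelled IAA 4 and IAA with AZD8055 4, which scored against their labels (see Results). Deviations in bulk may hold that difference, so the pairing read for bulk is not settled.

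The edgeR contrasts within an assay for IAA against DMSO, the interaction of IAA against DMSO, TRAP against bulk, both blocks, the GC correction, the DESeq2 tests and the set tests were tested on simulated data, drawn from the real libraries' means and sizes with 200 genes changed 4-fold. The changed genes were drawn from those above 8 CPM in both assays, so recovery of genes with lower counts or smaller changes was not examined. In bulk IAA against DMSO, 181 of the 200 genes (90.5%) were called with 18 others among 18270 tested. In TRAP 199 (99.5%) were called with 22 others among 18296 tested. The interaction called 172 when bulk was changed and 173 when TRAP was changed, among 18416 and 18418 genes. A simulated contrast without change gave 0 calls in both assays. DESeq2 called 188 of the 200 in bulk and 199 in TRAP, and in the interaction 174 and 175 with 23 and 18 others. With the replicate block the interaction called 167 and 166, and with the block by homogenate 166 and 172. TRAP against bulk, without a block, called 196. A list of 50 genes raised 1.5-fold had p-values of at most 1.5e-04 under camera, fry and the estimated correlation. The simulated genes were drawn independently, so this does not show how the set tests behave where genes are correlated. Overlaps of calls between contrasts that share libraries were compared with 20 simulations without an effect. Scripts in Python 3.11.15 prepared the tables and drew the figures (matplotlib 3.10.9, pandas 2.3.3).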

Results

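The data address how inhibition of TOR, a kinase that couples growth to nutrient and energy status, changes the response of roots to auxin during lateral root induction, in total RNA and in RNA bound to ribosomes. Bulk and TRAP libraries were made from the same homogenates of roots kept on DMSO, IAA or IAA with AZD8055, with 3 replicates per group, numbered 2, 3 and 4.

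The depth differed widely between libraries, with sense counts from 172448 to 28914317 and a median of 7875480. The bulk DMSO libraries 2, 3 and 4 held 7265145, 14259159 and 4056242 sense counts. In the bulk IAA libraries the totals were 28914317, 14659656 and 5870601, and in bulk IAA with AZD8055 172448, 4433965 and 1197235. The TRAP DMSO libraries held 14278987, 8971011 and 1049214 sense counts. The totals were 437479, 9967969 and 8485815 in TRAP IAA, and 26314993, 22868339 and 4565244 in TRAP IAA with AZD8055. Between 3130 and 20383 genes per library had at least 10 sense counts. The chloroplast and mitochondrial genes took from 2.19% to 22.8% of the sense counts in bulk and from 0.247% to 0.571% in TRAP. The 10 most abundant genes took from 3.22% to 27.4%. The upper limits of 22.8% and 27.4% both came from bulk IAA with AZD8055 2, the library with 172448 sense counts. The next highest values were 2.73% in bulk and 6.67%.

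**Figure D1:**
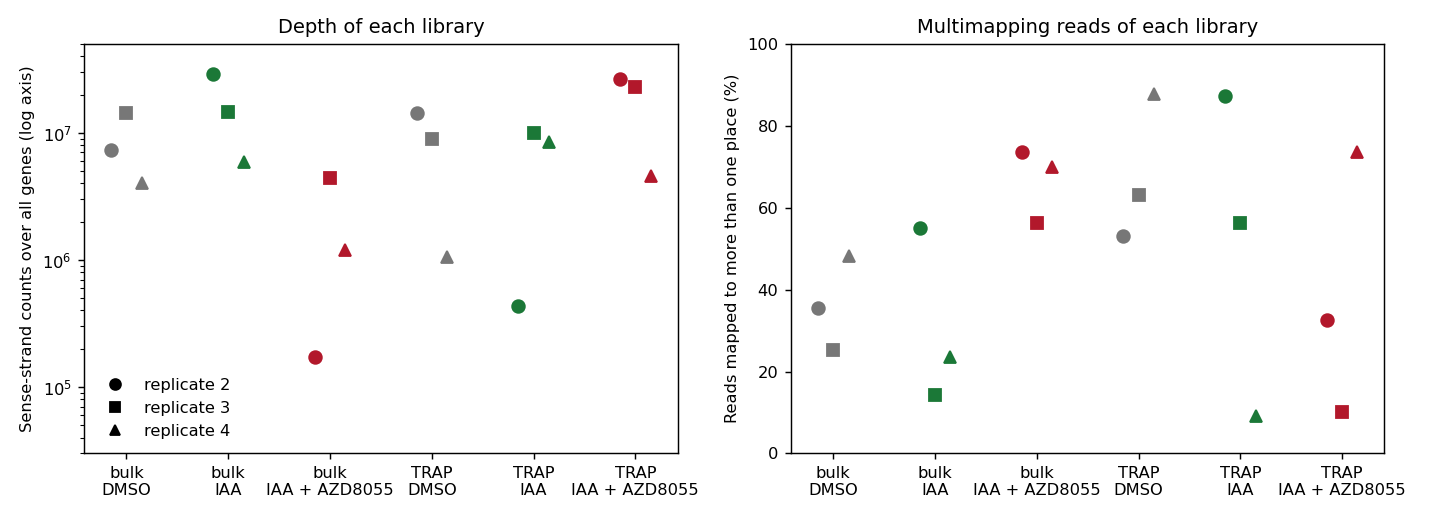
Sense counts over all genes (left, log axis) and multimapping reads as a percent of all reads (right) for each of the 18 libraries, by group, with 1 point per library and its shape giving the replicate number. Sense counts run from 172448 to 28914317 and multimapping reads from 9.08% to 87.8%.

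The design has no targeted gene to check the labels, so an AZD8055 score was computed for each library after the data were seen. It is the mean log2 CPM of 61 genes that rose minus that of 82 genes that fell at least 4-fold between IAA and IAA with AZD8055 in TRAP. In TRAP, where the genes were chosen, the scores go with the labels by construction. In bulk, the DMSO libraries scored -1.65, -1.67 and -1.99, and the libraries labelled IAA 2 and 3 scored -2.37 and -1.92. The library labelled bulk IAA 4 scored 2.02. The libraries labelled bulk IAA with AZD8055 2 and 3 scored 1.93 and 2.01, and the library labelled bulk IAA with AZD8055 4 scored -2.25. The libraries labelled bulk IAA 4 and bulk IAA with AZD8055 4 thus went against their labels on this score. With 64 and 86 genes chosen in TRAP from numbers 2 and 3 alone, the TRAP libraries of the same homogenates scored -1.96 (IAA 4) and 1.73 (IAA with AZD8055 4), on the side of their labels. On the same genes the library labelled bulk IAA 4 scored 1.71 and the library labelled bulk IAA with AZD8055 4 scored -2.25. All groups below are kept as labelled, and every bulk contrast that involves IAA or IAA with AZD8055 carries this limit on its size and direction.

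**Figure D2:**
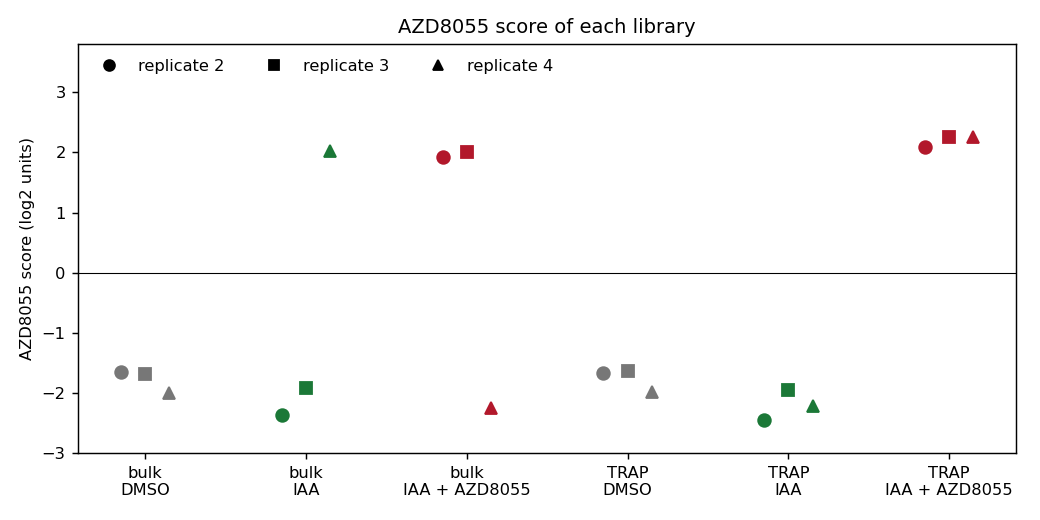
AZD8055 score (log2 units) of each of the 18 libraries, by group, with 1 point per library and its shape giving the replicate number. The library labelled bulk IAA 4 sits at 2.02 and the library labelled bulk IAA with AZD8055 4 at -2.25, each on the other side of 0 from replicates 2 and 3 of its group.

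IAA was compared with DMSO to find the auxin response. In bulk, 1547 of 18670 genes tested were called, 854 higher and 693 lower in IAA, and 1461 of them changed at least 2-fold. By ratio the count moved most when genes needed at least 10 counts in every library, which left 218 calls, 205 of them among the 1547, and by number of genes when all 18 libraries shared 1 fit, which gave 3718 calls, with all 1547 among them. It was 324 without replicate 3 of all groups and 3048 without replicate 4 of all groups. In TRAP, 8757 of 19134 genes were called, 4978 higher and 3779 lower, with 4281 changed at least 2-fold. Without replicate 3 of all groups the TRAP count was 4839. Across the 18426 genes tested in both assays, which are not independent replicates, the log2 changes in bulk and TRAP had a Pearson correlation of 0.854 and a Spearman correlation of 0.788. Of the 1516 genes called in bulk and the 8575 called in TRAP among these, 1468 were called in both, all 1468 in the same direction.

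Of the 51 auxin and lateral root genes, 50 were tested. In bulk, 39 were called after IAA, all of them higher, and 41 when adjusted over the list alone. In TRAP, 45 were called, 43 higher and 2 lower, and the count adjusted over the list alone was 45. Among the genes fixed by name, GH3.3 rose from 14.7 ± 5.72 CPM in bulk DMSO to 2429 ± 584 CPM in bulk IAA and from 18.5 ± 2.92 to 3235 ± 455 CPM in TRAP (SD, n = 3). Its log2 fold change was 7.35 ± 0.51 (SE) in bulk with an adjusted p of 8.6e-06, and 7.48 ± 0.21 in TRAP with an adjusted p of 8.5e-10. IAA19 rose by 6.12 ± 0.66 in bulk (adjusted p 1.5e-04) and by 5.33 ± 0.43 in TRAP (adjusted p 1.1e-06). The log2 rises of LBD29, LBD16, GATA23, PUCHI and ARF19 lay between 2.34 and 5.63 in bulk and between 1.91 and 6.00 in TRAP, all of them called. ARF7 was not called in bulk (-0.26 ± 0.25, adjusted p 0.605) and was slightly lower in TRAP (-0.33 ± 0.12, adjusted p 0.0358). The ARF7 call in TRAP was lost in 10 of 20 alternatives.

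**Figure D3:**
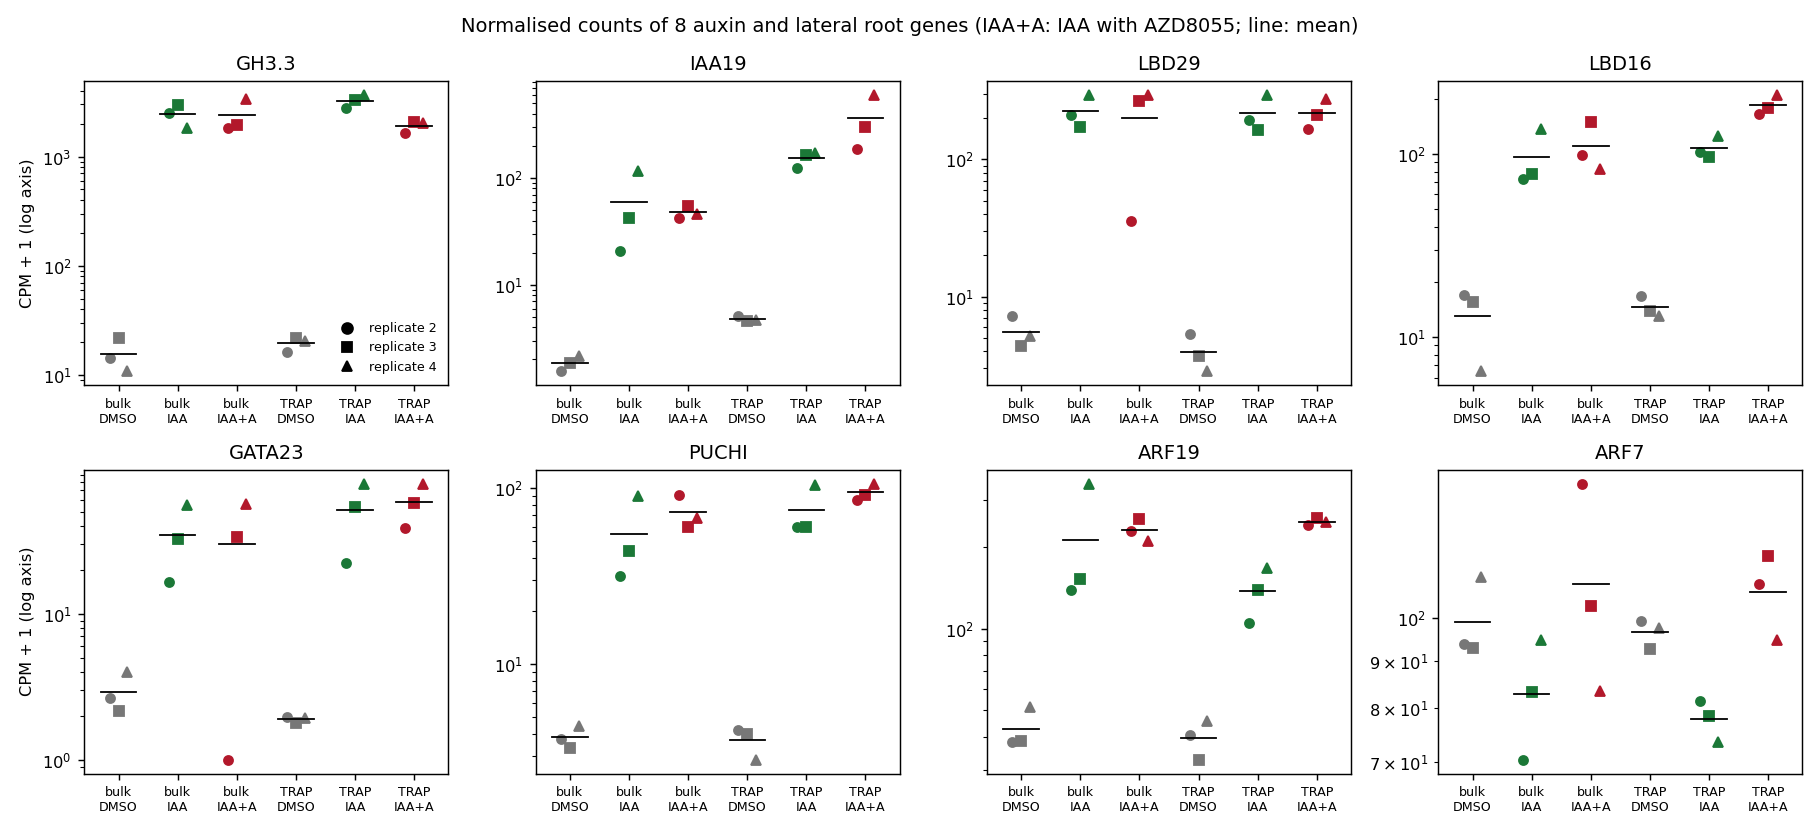
Normalised counts (CPM plus 1, log axis) of the 8 auxin and lateral root genes fixed by name in each of the 18 libraries, with 1 point per library and a line at the group mean. GH3.3 has a mean of 14.7 CPM in bulk DMSO and of 2429 CPM in bulk IAA.

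Genes were picked by rule on the fitted log2 change, which has no upper bound for a gene near 0 counts in 1 group, so the picks are not shown to have changed more than genes measured in both groups. After IAA in bulk these were rises of MYB17 (AT3G61250), at least 15.2-fold, and STP11 (AT5G23270), at least 13.4-fold, both from at most 3 counts in each DMSO library. The falls picked were those of ATCSLB05 (AT4G15290), at least 81.7-fold lower, and of AT4G12510, with a log2 fold change of -7.64 ± 0.96 (adjusted p 8.5e-04). In TRAP they were rises of AT3G60670, at least 8.05-fold, and ZFP2 (AT5G57520), at least 7.27-fold, and falls of AT4G12510, at least 12.6-fold lower, and GSTU28 (AT1G53680), at least 3.85-fold lower. The values of AT4G12510 and ATCSLB05 are uncertain, because 51.8% and 17.1% of their 50-base stretches recur elsewhere in the reference and reads from these are shared with copies.

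IAA with AZD8055 was compared with DMSO to ask what remains of the auxin response under TOR inhibition. With no group on AZD8055 alone, an effect of AZD8055 itself cannot be told from a retained or changed auxin response. In bulk, 1418 genes were called, 777 higher and 641 lower, with 1381 changed at least 2-fold. The bulk count fell to 130 without replicate 3 of all groups and rose to 3622 without replicate 4 of all groups. In TRAP, 10590 genes were called, 6124 higher and 4466 lower, with 4927 changed at least 2-fold, and 6273 without replicate 3 of all groups. The median log2 change of all genes tested was 0.10 in TRAP. Across 18426 genes the bulk and TRAP changes had a Pearson correlation of 0.871 and a Spearman correlation of 0.841, and all 1379 genes called in both had the same direction. Of the auxin list, 36 genes were called in bulk, all higher. Adjusted over the list alone, 41 were called, 40 higher and 1 lower. In TRAP, 43 were called, 41 higher and 2 lower, likewise 43 adjusted over the list alone. The rises picked by rule in bulk were those of GH3.3 (7.33 ± 0.51, adjusted p 1.3e-05) and LBD33 (AT5G06080, 7.04 ± 1.02, adjusted p 0.00153), and the falls those of AT3G21340, at least 3.49-fold lower, and AT4G12510, at least 2.68-fold lower. In TRAP, AT3G60670 was at least 9.34-fold higher and ZFP2 at least 7.33-fold higher, while AT1G05660 was at least 97.1-fold lower and ATCSLB05 at least 71.4-fold lower.

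IAA with AZD8055 was compared with IAA to ask what TOR inhibition changes in auxin-treated roots. In TRAP, 6549 genes were called, 3242 higher and 3307 lower with AZD8055, and 2059 changed at least 2-fold. The TRAP count was 2124 without replicate 3 of all groups and 1267 when all 18 libraries shared 1 fit. In bulk, as labelled, 0 genes were called, and 185 had an unadjusted p under 0.05. Without replicate 4 of all groups, a fit added after the data were seen, 1167 genes were called in bulk, 528 higher and 639 lower, and 4305 had an unadjusted p under 0.05. Leaving out the library labelled bulk IAA 4 alone, or the library labelled bulk IAA with AZD8055 4 alone, gave 0 calls, with 1573 and 1008 genes at an unadjusted p under 0.05. Across 18426 genes the bulk and TRAP changes had a Pearson correlation of 0.439 and a Spearman correlation of 0.470. With bulk fitted without replicate 4 and TRAP with all its libraries, these were 0.726 and 0.774 across 18916 genes. All 1107 genes called in both of these fits had the same direction.

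Among the auxin list, 26 genes were called between IAA with AZD8055 and IAA in TRAP, 19 higher and 7 lower, and 26 when adjusted over the list alone. In bulk 0 of the list were called, also when adjusted over the list alone, and 0 had an unadjusted p under 0.05. Without replicate 4 of all groups, 9 of the list were called in bulk, 6 higher and 3 lower. GH3.3 was lower with AZD8055 in TRAP (-0.77 ± 0.15, adjusted p 0.00215). IAA19 (1.20 ± 0.32, adjusted p 0.0114), LBD16 (0.76 ± 0.14, adjusted p 0.00151), ARF19 (0.81 ± 0.15, adjusted p 0.00162) and ARF7 (0.48 ± 0.11, adjusted p 0.00651) were higher. PUCHI (0.27 ± 0.19, adjusted p 0.299), LBD29 (-0.02 ± 0.23, adjusted p 0.963) and GATA23 (-0.05 ± 0.28, adjusted p 0.917) were not called, and the sign of the last 2 changed between alternatives. PUCHI was called at 0.65 without TRAP IAA 4 and at 0.57 without replicate 4 of all groups (adjusted p 0.00265), among adjusted p-values from 0.00265 to 0.868 over its alternatives. IAA19 was at 0.63 without TRAP IAA with AZD8055 4 and lost its call in 3 of 19 alternatives. LBD16 and ARF7 each lost theirs in 2 of 20, without replicate 3 of all groups and with all 18 libraries in 1 fit. TOR (AT1G50030) was higher with AZD8055 in TRAP (0.84 ± 0.11, adjusted p 1.8e-04) and was not called in bulk (0.29 ± 0.32, called in none of the alternatives). The falls picked by rule in TRAP were those of AT1G33055 (-5.22 ± 0.62, adjusted p 7.4e-05) and AT1G70880 (-4.05 ± 0.34, adjusted p 6.6e-06). The rises picked were those of CYP722A1 (AT1G19630), at least 1.22-fold, and RBL7 (AT4G23070), for which the counts in TRAP IAA allow no lower bound above 1.

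Reversal of the auxin response was counted over genes that IAA changed at least 2-fold. No group had AZD8055 without IAA, so genes that AZD8055 moves regardless of auxin enter these counts as well. In TRAP, 1208 of 4281 such genes (28.2%) were called in the opposite direction between IAA with AZD8055 and IAA, 872 of the 2761 that rose and 336 of the 1520 that fell. Another 455 (10.6%) were called further in the direction of IAA, and 3623 (84.6%) were called in the same direction in IAA with AZD8055 against DMSO. The reversed genes and these 3623 overlap, so a reversed gene need not be back at its DMSO level. GH3.3 in TRAP, for example, was at -0.77 against IAA and at 6.72 against DMSO. In bulk, 0 of 1461 genes were reversed, 0 moved further, and 1077 (73.7%) were called in the same direction against DMSO. Because these contrasts share libraries, 20 simulations without an effect of the second contrast were run for each, and the highest count in any of them was 0 genes. A contrast without an effect calls almost no genes, so these simulations do not show how far shared libraries raise the count when many genes are called. The TRAP count was 565 without replicate 3 of all groups and 715 without replicate 2, and the bulk count was 148 without replicate 4.

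The interactions ask whether ribosome-bound RNA changed otherwise than total RNA. They gave 0 calls for IAA against DMSO, for IAA with AZD8055 against DMSO and for IAA with AZD8055 against IAA. At an unadjusted p under 0.05 there were 1253, 821 and 983 genes among 19698 tested. The alternative that moved them most was the DESeq2 test, with 96 calls for IAA against DMSO and 6 for IAA with AZD8055 against DMSO. None of the auxin list was called in an interaction, whether adjusted over all genes or adjusted over the list alone, and 0, 1 and 4 of its genes had an unadjusted p under 0.05. Of the starvation list likewise 0 were called, with 1, 0 and 1 at an unadjusted p under 0.05. Calls made in 1 assay only are therefore not shown to differ between the assays.

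**Figure D4:**
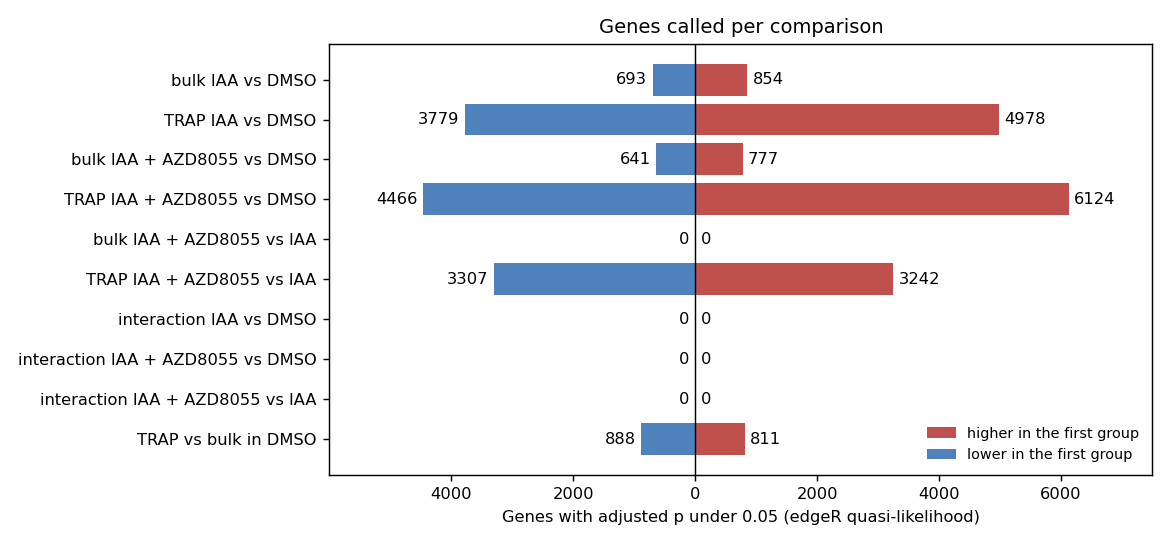
Genes called at an adjusted p under 0.05 in each of the 10 comparisons (edgeR quasi-likelihood test), with bars to the right for genes higher and to the left for genes lower in the group named first. TRAP IAA against DMSO has 4978 higher and 3779 lower genes, and bulk IAA with AZD8055 against IAA has 0 calls.

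TRAP was compared with bulk in DMSO to measure ribosome association without treatment. Of 19698 genes tested, 1699 were called, 811 higher and 888 lower in TRAP, with 1217 changed at least 2-fold. The count was 167 without replicate 3 of all groups, 3429 without replicate 4 of all groups and 315 with at least 10 counts in every library. Of 85 chloroplast genes, 78 were called, and of 48 mitochondrial genes, 36, all of them lower in TRAP, with median log2 changes of -2.85 and -2.61. Of 19565 nuclear genes, 811 were called higher and 774 lower, against 669 higher and 984 lower when nuclear genes alone were fitted, so the data do not settle whether more nuclear genes were higher or lower. RPL18B (AT3G05590), the gene of the tagged protein's family named by rule, was higher in TRAP (0.87 ± 0.22, adjusted p 0.0179), a call lost in 6 of 19 alternatives. RPL18B was not called for any treatment contrast. The plants also carried the tagged RPL18 transgene. Whether reads of the transgene were counted for RPL18B was not tested, so neither result is shown to be that of the gene's own RNA. From the auxin list 4 genes were called, 3 higher and 1 lower in TRAP, and 6 when adjusted over the list alone. From the starvation list 1 was called, also when adjusted over the list alone.

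As sets, the 50 auxin genes had a median log2 change after IAA of 2.74 in bulk (45 of 50 higher, camera adjusted p 8.2e-48) and of 2.81 in TRAP (47 of 50 higher, adjusted p 2.0e-33). With the 2 genes at the floor set to their bound the TRAP median was 2.70. Between IAA with AZD8055 and IAA the median was 0.07 in bulk (adjusted p 0.187) and 0.34 in TRAP (30 of 50 higher, adjusted p 0.0281), with an interaction of 0.18 (adjusted p 0.0868), called in 6 of 24 alternatives with medians from -0.086 to 0.43. The median in bulk ran from -0.18 without replicate 3 of all groups to 0.47 without the library labelled bulk IAA 4. It was 0.44 without replicate 4 of all groups and was then called (adjusted p 0.00107). The 12 starvation genes had medians after IAA of -0.18 in bulk (adjusted p 0.337) and -0.50 in TRAP (adjusted p 0.0607). The TRAP set was called in 9 of 18 alternatives, with adjusted p-values from 0.0166 to 0.624, so whether it falls after IAA is left open. With AZD8055 against IAA they had -0.48 in bulk (11 of 12 lower, adjusted p 1.2e-04) and -0.63 in TRAP (adjusted p 0.0732, called in 4 of 18 alternatives), with an interaction of 0.03 (adjusted p 0.943). In single-gene tests in TRAP, 5 of the 12 were called after IAA, all lower, and 7 when adjusted over the list alone, and 9 were called between IAA with AZD8055 and IAA, 2 higher and 7 lower, likewise 9 adjusted over the list alone. In bulk 0 of the 12 were called in either contrast, also when adjusted over the list alone, with 2 at an unadjusted p under 0.05 in each. Against DMSO, IAA with AZD8055 called 2 of them in bulk, both lower, 3 adjusted over the list alone, and 11 in TRAP, 3 higher and 8 lower, likewise 11 adjusted over the list alone.

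The ribosomal protein genes had a median log2 change after IAA of 0.29 in bulk (252 of 285 higher, adjusted p 8.4e-04) and of 1.15 in TRAP (267 of 289 higher, adjusted p 5.1e-43). With AZD8055 against IAA the median was -0.18 in bulk (235 of 285 lower, adjusted p 8.9e-05) and -0.54 in TRAP (252 of 289 lower, adjusted p 3.2e-21). The interaction of the last contrast had a median of -0.36 (236 of 289 lower, adjusted p 4.1e-10), and it was 0.0869 without replicate 4 of all groups (adjusted p 0.177). The bulk median after IAA was 0.14 without bulk IAA 2 (adjusted p 0.0732). The bulk median with AZD8055 against IAA ran from -0.63 without replicate 4 of all groups to 0.0133 without replicate 2 of all groups. Under fry, a rotation test that allows for correlation between genes, the calls that held were those of the auxin set after IAA in bulk and TRAP and of the ribosomal set in both TRAP contrasts. With camera's estimated correlation only the auxin set in bulk after IAA kept its call (adjusted p 0.0297).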

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

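The tests of a mislabelled library, of library depth for the ribosomal protein genes and of reads of the gene's own strand were chosen after the results were seen.

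The ribosomal protein genes stood out because their change with AZD8055 against IAA differed between the assays. The median interaction was -0.36 on the log2 scale, with 236 of 289 genes lower. Random lists matched on length, GC content and expression level argue against these properties as the whole cause, since the lowest median among 10000 lists was -0.20. The smallest libraries argue against depth: leaving out the smallest bulk or the smallest TRAP library left the median at -0.36 or further from 0. A mislabelled library is a candidate explanation that remains open, because the median was 0.0869 without replicate 4 of all groups, on the other side of 0. The libraries labelled bulk IAA 4 and bulk IAA with AZD8055 4 are those that scored against their labels. Leaving out each of them alone gave medians of -0.17 and -0.09. The call was also lost under fry (adjusted p 0.317) and with an estimated correlation (adjusted p 0.544), and adjusted p-values over the 25 alternatives ran from 2.5e-16 to 0.544. A biological difference between ribosome-bound and total RNA was not tested apart from the labels and stays open.

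Counts on the strand opposite to the gene, which the main comparisons leave out, changed with treatment. Among 23556 genes without an overlapping gene on the other strand, 421 had enough opposite-strand counts in TRAP to be tested, and 47 were called between IAA and DMSO, 23 higher and 24 lower. Of these 47, 25 were also called in the same direction on the gene's own strand. Reads of the own strand counted on the other are argued against for 10 of the 47 genes, which had more opposite-strand than own-strand counts, and they stay open for the rest. Transcripts that run in from a neighbouring gene cannot be told apart from antisense transcripts here: 50% of those 10 genes lay within 1000 bases of a gene on that strand, against 47.3% of the genes not called (two-sided Fisher's exact test, p 1), and 10 genes are too few to decide. In bulk, 14 of 248 genes tested were called on the opposite strand. Antisense transcription under auxin was not tested apart from these.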

How the results depend on the processing

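Unstranded counts, leaving out a replicate number in all groups, and the ribosomal list without the resistance genes were alternatives chosen after seeing the data. Where a cause is not stated below, the cause was not tested.

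Requiring at least 10 counts in every library left fewer genes to test, 3094 in bulk, 8503 in TRAP and 2966 over both. Calls fell to 218 (bulk) and 4709 (TRAP) for IAA against DMSO, and to 302 and 5346 for IAA with AZD8055 against DMSO. They fell to 4046 in TRAP for IAA with AZD8055 against IAA and to 315 for TRAP against bulk, with 694 reversed genes in TRAP. The interaction of IAA with AZD8055 against DMSO went the other way, from 0 calls to 1. The starvation set then had medians of 0.10 in bulk after IAA, reversed, -0.15 in bulk with AZD8055 against IAA, no longer called, -0.80 in TRAP, now called, and -0.11 in the interaction, reversed. The auxin set in TRAP with AZD8055 against IAA, at 0.30, was no longer called. The depth of the smallest libraries thus limits which genes can be tested.

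With all 18 libraries in 1 fit, both assays share an estimate of the spread. Calls rose in bulk, to 3718 for IAA against DMSO and 3635 for IAA with AZD8055 against DMSO. They fell in TRAP, to 5389 for IAA against DMSO and 1267 for IAA with AZD8055 against IAA, with 276 reversed genes.

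The replicate block gave 801 calls for IAA with AZD8055 against DMSO in bulk, 904 with the GC correction, and 691 for TRAP against bulk, where the block by homogenate gave 1853. With the replicate block the starvation set in TRAP after IAA (-0.55) and the auxin interaction (0.18) became called, and the starvation interaction (-0.010) reversed. Within an assay, some treatment contrasts had numbers that were read as pairing the libraries. In these the block changed no call of a set and no count by over 1.5 times (1273 for IAA against DMSO in bulk, 11300 and 7254 in TRAP). TRAP against bulk, paired by homogenate, is not among these and fell from 1699 to 691 calls with the replicate block.

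Without a filter on low counts, the starvation set became called in TRAP after IAA (-0.50) and with AZD8055 against IAA (-0.62), and 1 gene was called in the interaction of IAA with AZD8055 against DMSO. Unstranded counts made the starvation set called in TRAP after IAA (-0.56). The interaction of IAA against DMSO had 1 call with DESeq2's size factors, 1 with nuclear genes only, 1 with TMM within each assay and 96 with the DESeq2 test, which gave 6 for IAA with AZD8055 against DMSO. With DESeq2's size factors the starvation interaction was -0.030, reversed. The share of higher calls among nuclear genes moved by over 10 percentage points in 1 comparison, TRAP against bulk, from 51.2% to 40.5% with nuclear genes only. There it was 44.0% with DESeq2's size factors and 46.0% with TMM within each assay. With DESeq2's size factors the share after IAA in bulk went from 55.2% to 48.3%, and for IAA with AZD8055 against DMSO in bulk from 54.7% to 49.2%. In TRAP the share went from 56.8% to 50.4% after IAA and from 58.0% to 51.3% for IAA with AZD8055 against DMSO. The excess of higher over lower calls against DMSO thus depends on the scaling.

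Other set tests leave the medians as they are and change the p alone. Fry did not call the ribosomal set in bulk after IAA (0.29, adjusted p 0.297), in bulk with AZD8055 against IAA (-0.18, adjusted p 0.544) and in the interaction (-0.36, adjusted p 0.317), the starvation set in bulk (-0.48, adjusted p 0.152) or the auxin set in TRAP with AZD8055 against IAA (0.34, adjusted p 0.225). The estimated correlation called none of these, and also lost the auxin (2.81) and ribosomal (1.15) sets in TRAP after IAA, each at an adjusted p of 0.119, and the ribosomal set in TRAP with AZD8055 against IAA (-0.54, adjusted p 0.131). Over all alternatives the adjusted p ran from 5.3e-44 to 0.119 for the auxin set in TRAP after IAA, and from 2.5e-25 to 0.131 for the ribosomal set in TRAP with AZD8055 against IAA.

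Leaving out libraries of the groups compared, singly or by replicate number in all groups, gave from 324 (without replicate 3) to 3048 calls (without replicate 4) for IAA against DMSO in bulk and from 4839 (without replicate 3) to 8881 in TRAP. For IAA with AZD8055 against DMSO there were from 130 (without replicate 3) to 3622 (without replicate 4) in bulk and from 6273 (without replicate 3) to 11552 in TRAP. For IAA with AZD8055 against IAA they ran from 0 to 1167 (without replicate 4) in bulk and from 2124 (without replicate 3) to 6287 in TRAP, with 4209 without replicate 2. TRAP against bulk ran from 167 (without replicate 3) to 3429 (without replicate 4). Of single libraries, leaving out bulk DMSO 2 gave 675 calls for IAA against DMSO in bulk and 544 for IAA with AZD8055 against DMSO, and leaving out bulk IAA with AZD8055 3 gave 505. Leaving out TRAP DMSO 3 gave 729 for TRAP against bulk. Reversed genes ran from 565 (without replicate 3) to 1310 in TRAP and from 0 to 148 (without replicate 4) in bulk. The interactions of IAA and of IAA with AZD8055 against DMSO had from 0 to 1 call (1 without bulk DMSO 4), that of IAA with AZD8055 against IAA 0 in all 15 fits, where 983 genes had an unadjusted p under 0.05 with all libraries. Libraries of a group outside the comparison enter through the shared spread and the filter. Leaving out TRAP IAA with AZD8055 4 gave 9088 calls for IAA against DMSO in TRAP, and leaving out TRAP DMSO 4 gave 6843 for IAA with AZD8055 against IAA. Without the library labelled bulk IAA 4 there were 2447 for IAA with AZD8055 against DMSO in bulk and 2706 for TRAP against bulk. The interaction of IAA against DMSO had 3 calls without bulk IAA with AZD8055 2, and 3 without the library labelled bulk IAA with AZD8055 4.

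For the sets, the same fits gave medians after IAA from 2.22 to 3.24 (auxin), 0.12 to 0.49 (ribosomal) and -0.53 to 0.013 (starvation) in bulk, and from 2.68 to 2.93, 1.09 to 1.19 and -0.67 to -0.30 in TRAP. With AZD8055 against IAA they ran from -0.18 to 0.47, -0.63 to 0.013 and -0.89 to -0.32 in bulk, from 0.19 to 0.51, -0.56 to -0.53 and -0.93 to -0.46 in TRAP, and from -0.086 to 0.43, -0.56 to 0.087 and -0.16 to 0.16 in the interaction. Single libraries that changed a call or direction include bulk IAA 2 (ribosomal set after IAA in bulk 0.14), the library labelled bulk IAA 4 (auxin set in bulk with AZD8055 against IAA 0.47, now called), bulk DMSO 4 (starvation set after IAA in bulk 0.013), TRAP IAA with AZD8055 4 (auxin set in TRAP 0.19, no longer called) and TRAP IAA 4 (starvation set in TRAP with AZD8055 against IAA -0.86, now called). The starvation set in TRAP after IAA became called without TRAP DMSO 2 (-0.51), TRAP IAA 2 (-0.52), TRAP DMSO 3 (-0.59) or TRAP IAA 3 (-0.61), and without replicate 2 (-0.53) or 3 (-0.67) of all groups. The auxin interaction became called without bulk IAA 2 (0.38), TRAP IAA 4 (0.33), TRAP IAA with AZD8055 2 (0.25) or the library labelled bulk IAA with AZD8055 4 (0.23), and without replicate 2 of all groups (0.43). It was -0.086 without the library labelled bulk IAA 4.

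The alternatives were tried for the 47 pairs of a named gene and a comparison whose values the report prints, a choice completed after the values were seen that holds no interaction. Other pairs were not tried. Over the 47 pairs, 909 alternatives gave 864 with the same direction and call, 29 weaker, 2 stronger and 14 reversed, and 34 pairs had no change. The reversed ones belong to TRAP with AZD8055 against IAA for LBD29 (0.032 with the replicate block, 0.026 with the GC correction added, from -0.22 to 0.30 when libraries were left out) and GATA23 (0.12, 0.10, 0.046 with the DESeq2 test, from -0.31 to 0.27), and to TOR in bulk (-0.11 without replicate 2, up to 0.69 without replicate 4). Without TRAP IAA 4 alone, LBD29 was at 0.30 and GATA23 at 0.27.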

Other observations

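The correlation of the bulk libraries with the TRAP change, the test of treatments exchanged before homogenisation and the splits for IAA with AZD8055 against IAA in bulk were chosen after the results were seen.

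Replicate 4 in bulk went against its labels on the AZD8055 score. As a test, the difference between the bulk libraries of each number (IAA with AZD8055 minus IAA) was set against the TRAP change over 5354 genes called in TRAP and not used in the score. Across these genes, which are not independent replicates, the Pearson correlation was 0.519 for number 2, 0.912 for number 3 and -0.902 for number 4. The direction was that of TRAP for 72.8%, 95.6% and 4.45% of the genes. Depth is argued against: with every bulk library thinned to 172448 counts in 20 draws, the library labelled bulk IAA 4 still scored 2.18. A partial mixture is argued against as well, since the share of the IAA with AZD8055 profile was 1.02 in the library labelled bulk IAA 4 and 0.0393 in the library labelled bulk IAA with AZD8055 4. Treatments exchanged before homogenisation would have carried over to TRAP. With score genes chosen in TRAP from numbers 2 and 3 alone, which leaves number 4 outside the choice, the TRAP library of the homogenate labelled IAA 4 scored -1.96 and that of IAA with AZD8055 4 scored 1.73, against such an exchange. Over 5172 other genes called in TRAP without number 4, the difference of number 4 correlated with that change at 0.909 in TRAP and at -0.875 in bulk. An exchange of the labels or tubes of the 2 bulk libraries after homogenisation may explain the pattern. Which step it would have happened at, and whether the deposited file or the library carries it, was not tested. Apart from the counts over other splits of the libraries, no value was computed with exchanged labels. A biological difference between bulk and TRAP that is limited to number 4 has no group in the design and was not tested.

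Spearman correlations of whole profiles over 18426 genes go the same way. The library labelled bulk IAA 4 correlated at 0.945 with TRAP IAA with AZD8055 4 and at 0.900 with TRAP IAA 4. The library labelled bulk IAA with AZD8055 4 correlated at 0.883 with TRAP IAA with AZD8055 4 and at 0.934 with TRAP IAA 4.

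Other splits of the same libraries were counted for every comparison. Only 1 of the 10 splits of the 6 libraries, the labelled one, gave as many genes in IAA against DMSO in bulk and in TRAP, in IAA with AZD8055 against DMSO in bulk and in TRAP, in IAA with AZD8055 against IAA in TRAP, and in TRAP against bulk in DMSO. The other 9 splits gave 0 calls in each of these, with at most 4377 genes at an unadjusted p under 0.05. Where numbers were read as pairing the libraries, the labelled split was 1 of the 4 splits that part all pairs. The remaining splits put both libraries of a pair in 1 group. With 10 splits the share cannot fall under 0.1. For IAA with AZD8055 against IAA in bulk, 10 of the 10 splits gave at least the 0 genes of the labelled one, and 9 of 10 gave at least its 185 genes at an unadjusted p under 0.05. The highest count among them, 2407 genes, came from the split that exchanges the libraries of number 4. In each of the 3 interactions, where both libraries of a homogenate were moved together, 10 of the 10 splits gave 0 calls, and the other splits gave at most 757, 427 and 2088 genes at an unadjusted p under 0.05.

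The ribosomal protein genes rose more after IAA in TRAP than in bulk, a test added after the data were seen. The median interaction of IAA against DMSO was 0.76, with 264 of 289 genes higher (camera p 5.2e-45, fry p 0.00704, estimated correlation p 0.0141, not adjusted). Matched lists argue against length, GC content and expression level as the whole cause, as the highest median among 10000 lists was 0.15. The pattern remained at 0.63 without replicate 4 of all groups, which argues against the libraries that scored against their labels. Leaving out the smallest TRAP libraries argues against depth, with a lowest median of 0.75. It is a hypothesis that auxin raises the ribosome association of these transcripts beyond their abundance. In DMSO their median in TRAP against bulk was -0.36, with 217 of 289 genes lower (camera p 6.3e-07, fry p 0.0675, estimated correlation p 0.332). A change in the pull-down itself between treatments was not tested.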
